A study of Homo sapiens with 12 samples.

How the data were processed

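Cultured MDA-MB-231 breast cancer cells had been transfected with an RBMX siRNA or a control siRNA for 72 hours, and their RNA was sequenced, per the labels' protocols, with a stranded mRNA kit and 75 bp paired-end reads. The labels give the cell line, the siRNA and the batch of each sample, and these set the groups: 3 control and 3 RBMX siRNA samples in batch 2, and 1 of each in batch 1. The 4 HEK293 samples were not analysed here. For batch 2 the authors deposited a table of TPM per Ensembl gene and one of TPM per Ensembl transcript, per the file headers, with 1 column per library. Each column sums to 1000000. The aligner, the quantifier, their versions and the genome build are not stated. The control columns carry the sample titles. The RBMX siRNA columns carry the prefix of that group's titles but the numbers 4, 5 and 6, which no title has, so they were placed in the group without being tied to single samples. For batch 1 the authors deposited raw counts per RefSeq transcript, 1 file per library. The last entries of each file have the form of htseq-count's summary classes; these were kept out of library sizes, so that 27.8% of the control and 28.9% of the RBMX siRNA reads listed entered the comparisons. Reads that fitted several transcripts, which name no single one, made up 47.1% and 45.7%. A further 20.1% and 20.0% were listed as having no unique alignment and were left out too. No per-sample column was left unused.

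TPM values keep no depth, so no interval from depth could be given for batch 2, and its precision rests on the spread of 3 libraries per group. In batch 1 the depth was 6400687 and 7687336 assigned reads, and a count of 0 allowed up to 3 counts, which is 0.469 and 0.39 CPM (counts per 1000000 assigned reads). The counter assigned a read only where it fitted 1 transcript. Genes with several transcripts that share exons were therefore under-counted, and some commonly expressed genes had 0 counts. Intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

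Gene identifiers were matched to GENCODE release 44 (GRCh38), for 32856 of 34771 genes, and transcript identifiers for 192374 of 205342 transcripts after a version suffix was removed from 3404 of them. The matched transcripts carried at least 94.2% of the TPM in each library. In 92.3% of 14082 genes with a mean of at least 1 TPM, the matched transcripts summed to within 5% of the gene value. Coordinates are those of that annotation, as the files name no build. RefSeq transcripts were matched to genes by accession with the table of assembly GRCh38.p14, used for names alone, for 57123 of 58143 transcripts with 98.1% and 98.0% of the counts, and summed per gene.

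Genes were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with lmFit and eBayes with trend, over genes with a mean of at least 1 TPM, and p-values were adjusted by Benjamini-Hochberg. A fold change on this scale understates the change of low genes. Isoform usage was tested in the same way on log2 of the isoform's TPM plus 0.5 over the summed TPM of the gene's other isoforms plus 0.5, for genes of at least 1 TPM and isoforms with a mean share of 5% to 95%. Long-exon isoforms were those whose exons contain the whole longest internal coding exon of a protein-coding gene, where that exon has at least 1000 nt; 1140 listed genes have one. The test weighed their summed TPM against that of the gene's other isoforms. Gene sets were tested with camera at its preset correlation and with fry. Lists were set against 10000 random lists of the same size matched on mean expression in 20 bins. Batch 1 fold changes were computed on CPM with 0.5 added, for genes with at least 10 counts in both libraries together, and no p-value was derived from them. Their intervals are exact intervals of the count ratio scaled by depth, without the 0.5. At low counts the fold change is therefore drawn toward no change, while its interval is not. Size factors of edgeR 4.0.16 and DESeq2 1.42.0 served as scaling alternatives there. Heptamers in 3′ UTRs were related to fold changes by linear regression in Python 3.11.15 with NumPy 2.4.6, with UTR length, GC content and expression as covariates, and with 100 permutations of the fold changes.

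Tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The named genes are RBMX, RBMXL1 and RBMXL2, both lists (except 1 long-exon gene, which enters the results of its list and is itself not reported here), the 5 genes with the largest rise and the 5 with the largest fall past the threshold with at least 5 TPM in the higher group and no overlap between groups, and the 6 genes with the largest called change in isoform share (at least 5 TPM) and in long-exon share. EEF1A1, named as the most abundant gene, was chosen after its values were seen. The alternatives were another pseudocount, other filters, quantile and median scaling, no trend, other share limits and exon lengths, and each library left out in turn. The fit with the replicate number as a block was planned and could not be run. After the data were seen, 3 further alternatives were added: transcript TPM multiplied by transcript length and rescaled, genes whose transcripts sum to within 5% of the gene value, and genes with 1 listed RefSeq transcript. The tests were checked on simulated data. With 200 genes changed 2-fold among 14439 tested, the gene test recovered 71.0% with 4 false calls. For the usage test, 200 isoforms were changed 4-fold. They came from genes of at least 5 TPM and had neither a very low nor a very high share. Among 37918 isoforms that test recovered 73.5% of them, with 10 false calls outside the changed genes. Smaller changes, and changes in lower genes or at more extreme shares, were not simulated for it. With nothing changed, the gene test made 2 calls among 14425 genes.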

Results

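The deposited data come from RNA sequencing of human cells in which RBMX was depleted with small interfering RNA (siRNA) for 72 hours. RBMX is an RNA-binding protein encoded on the X chromosome, and the series asks whether it and its relatives keep very long exons correctly spliced. The series holds 12 samples. Of these, 8 are of MDA-MB-231, a human breast cancer cell line, and were prepared in 2 batches. Batch 2 has 3 control siRNA and 3 RBMX siRNA samples and batch 1 has 1 of each. The other 4 samples are of HEK293, a human embryonic kidney cell line, with and without induced expression of the related gene RBMXL2, and were not analysed here. Batch 2 was given as TPM, abundances scaled to a library total of 1000000, per gene and per isoform, which keep no sequencing depth, so the depth of these libraries is unknown. Between 14343 and 14706 genes reached 1 TPM in each batch 2 library. Spearman correlations across genes were 0.984 to 0.986 between libraries of one group and 0.955 to 0.958 between libraries of different groups. Batch 1 was given as read counts per RefSeq transcript. The control library had 6400687 and the RBMX siRNA library 7687336 reads assigned to a single transcript, which were 27.8% and 28.9% of all reads listed. A further 47.1% and 45.7% fitted several annotated transcripts and were not assigned.

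RBMX itself was examined first, in every library. In batch 2, RBMX (ENSG00000147274, chromosome X, positions 136848004 to 136880764 on the minus strand of GRCh38) was at 209.4, 201.7 and 200.7 TPM in the control libraries. It was at 25.2, 25.6 and 26.5 TPM in the RBMX siRNA libraries numbered 4, 5 and 6 in the deposited table. The mean fell from 203.9 ± 4.72 TPM (SD, n = 3) to 25.8 ± 0.647 TPM (SD, n = 3), which was 12.6% of control. The log2 fold change on the log2(TPM + 1) scale was -2.94 (SE 0.033, limma adjusted p 3.09e-07). The exact two-sided permutation test on the TPM values gave p = 0.1, the smallest value that 3 against 3 libraries can give. The alternative that moved the fold change most, weighting each isoform by its length, gave -2.78. RBMXL1, a retrogene copy of RBMX that can share reads with it and is therefore uncertain, was at 10.0 ± 0.641 and 9.1 ± 0.422 TPM (SD, n = 3), a difference not past the threshold (log2 fold change -0.13, adjusted p 0.155). RBMXL2 was listed at 0, 0 and 0.0516 TPM in the control libraries and at 0.026, 0 and 0.0289 TPM in the RBMX siRNA libraries. In batch 1, RBMX had 285 counts in the control library and 55 in the RBMX siRNA library. This was 44.5 and 7.16 CPM (counts per 1000000 assigned reads), a log2 fold change of -2.56 (95% exact interval from counting error -3.08 to -2.22), with no replicate check.

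**Figure D1:**
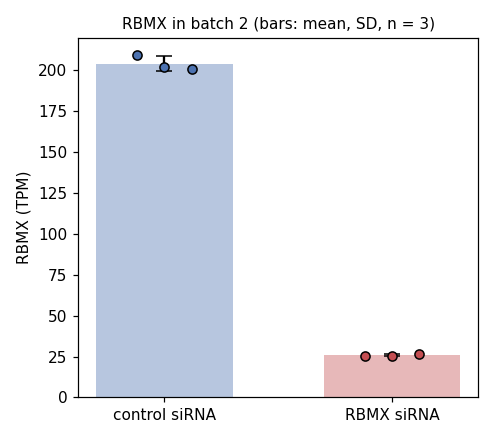
RBMX level (vertical axis, TPM) in the control siRNA and RBMX siRNA libraries of batch 2. Points are single libraries, bars the group means and error bars the SD (n = 3); the control libraries lie between 200.7 and 209.4 TPM and the RBMX siRNA libraries between 25.2 and 26.5 TPM.

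The comparison of all genes between the groups of batch 2 used limma on log2(TPM + 1). Of 14679 genes with a mean of at least 1 TPM, 8096 (55.2%) differed at an adjusted p under 0.05. Of these, 4546 were higher and 3550 lower in the RBMX siRNA libraries. Changes of at least 2-fold were fewer, with 446 genes higher and 321 lower. The 3 values of one group lay wholly outside those of the other for 9316 of the 14679 genes tested, a separation that chance gives to 10% of genes with 3 against 3 libraries. Requiring the 2-fold change moved the count most among the alternatives, to 767 genes. The median log2 fold change of all tested genes was 0.03. The most abundant gene in each library was EEF1A1, at 14120 to 15140 TPM in the control and 9534 to 9634 TPM in the RBMX siRNA libraries.

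Of the genes that rose most, CCL3 (ENSG00000277632, chromosome 17, positions 36088256 to 36090169) went from 1.88 ± 0.173 to 37.8 ± 2.83 TPM (SD, n = 3; log2 fold change 3.75, limma adjusted p 1.18e-06). The identifier ENSG00000277768, which has no entry in the annotation used, rose from 1.78 ± 0.0634 to 47.8 ± 3.31 TPM (SD, n = 3; log2 fold change 4.13, adjusted p 6.18e-07). The long non-coding RNA UST-AS2 rose from 2.7 ± 1.07 to 36.8 ± 8.86 TPM (SD, n = 3; log2 fold change 3.36, adjusted p 6.48e-05). A further unannotated identifier, ENSG00000282230, had an adjusted p of 0.0474. It was listed at 17.45, 0 and 0 TPM in the control libraries and at 57.794, 17.465 and 18.112 TPM in the RBMX siRNA libraries. Across its alternatives the adjusted p ran from 0.00111 to 0.137, and the call was lost in 5 of the 6 fits that left out a library. MIR3651 was listed at 0 in each control library and at 4.34, 8.47 and 9.62 TPM in the RBMX siRNA libraries. In batch 1, CCL3 and MIR3651 had 0 counts in both libraries, where 3 counts would be 0.469 and 0.39 CPM. Their rise was therefore not seen there. UST-AS2 had 0 and 18 counts in batch 1. Among the genes that fell most, besides RBMX, was CCNB2 (ENSG00000157456, chromosome 15, positions 59105126 to 59125045). Its level went from 78.1 ± 3.25 to 9.47 ± 0.784 TPM (SD, n = 3; log2 fold change -2.92, adjusted p 1.37e-06), while in batch 1 it had 867 and 783 counts (log2 fold change -0.41). The 3′ UTR of its main isoform holds 1 copy of the heptamer CTCTTGA. ENSG00000275283, also without an entry in the annotation, was at 39.0, 34.4 and 51.9 TPM in the control libraries and was listed at 0, 14.5 and 0 TPM in the RBMX siRNA libraries (adjusted p 0.0147, from 5.27e-05 to 0.0509 across its alternatives). The short gene MIR5581 and a small nuclear RNA pseudogene (ENSG00000238364) were listed at 0 in each RBMX siRNA library. In control libraries 1, 2 and 3, MIR5581 was at 4.72, 4.52 and 9.05 TPM and the pseudogene at 4.72, 9.04 and 4.52 TPM. The equal values in control library 1 leave open that both entries rest on very few reads, which cannot be checked without the depth. Such short or unannotated entries, which mRNA libraries measure poorly and which can share reads with other copies, are uncertain.

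A list of 11 genes with a very long internal exon, fixed before the data were examined, addressed the question of the series at the gene level. ETAA1, REV3L and ATRX were on it because the study of this series had named them, so for these 3 the list is not independent evidence. Of the 11 genes, 7 passed an adjusted p of 0.05 over all genes tested, and 7 passed when adjusted over the list alone. Of the 7, 5 were lower and 2 were higher. ETAA1 fell from 13.0 ± 0.408 to 5.26 ± 0.368 TPM (SD, n = 3; log2 fold change -1.16, limma adjusted p 2.71e-05). KNL1 fell from 15.1 ± 0.734 to 7.14 ± 0.689 TPM (log2 fold change -0.98, adjusted p 8.87e-05), and its 3′ UTR also holds 1 copy of CTCTTGA and 1 of GATTAAC, a heptamer that went with higher fold changes. ASPM fell from 28.9 ± 1.55 to 14.8 ± 0.829 TPM (log2 fold change -0.93, adjusted p 3.99e-05). CENPF was lower by less (log2 fold change -0.45, adjusted p 0.0264) and was no longer past the threshold without control library 1 (adjusted p 0.0634), control library 2 (0.0801) or RBMX siRNA library 4 (0.0586). Its adjusted p ran from 4.31e-04 to 0.0801 across the alternatives. RESF1 rose from 11.6 ± 0.488 to 27.9 ± 2.85 TPM (log2 fold change 1.20, adjusted p 4e-05), but fell by 0.63 on the log2 scale when each isoform was weighted by its length. FANCM rose from 7.68 ± 0.171 to 13.3 ± 0.708 TPM (log2 fold change 0.72, adjusted p 1.09e-04). REV3L, ATRX, RIF1 and MKI67 did not pass the threshold, with log2 fold changes of 0.03, -0.11, 0.08 and 0.03. With length-weighted abundance REV3L (-0.33, adjusted p 0.033) and ATRX (-0.17, adjusted p 0.00899) did pass. As a set, the list had a median log2 fold change of -0.11, and limma's camera found no common shift (p 0.218; with an estimated correlation p 0.516). The self-contained test fry gave p 0.0248 for a common direction and 2.76e-05 for changes either way. Length-weighted abundance, an alternative chosen after the data were seen, moved the list most, to a median of -0.33 with a camera p of 0.0146 (with an estimated correlation p 0.281). Leaving out control library 2 brought the median to -0.00117, and leaving out control library 1 to -0.19.

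The same question was asked of all 768 tested protein-coding genes with an internal coding exon of at least 1000 nt in the annotation. Their median log2 fold change was -0.03, against 0.03 for the 10829 other protein-coding genes. Camera found no shift of the set (p 0.252; with an estimated correlation p 0.538), and neither did fry for a common direction (p 0.158), whereas fry for changes either way gave p 1.63e-08. Among 10000 random lists matched on mean expression, 95% had medians from -0.01 to 0.05, and the observed median was at percentile 0.05. Across the 6 fits that left out a library the median ran from -0.0332 without RBMX siRNA library 4 to -0.0108 without RBMX siRNA library 6, and the percentile from 0.01 to 2.57. Of the 768 genes, 443 (57.7%) were called, and 231 of the 443 (52.1%) were lower. Of the others 6628 (61.2%) were called, and 44.6% of these were lower. A minimum exon length of 500 nt moved the median most, to -0.00159 over 1960 genes (camera p 0.38). With a minimum of 2000 nt the median over 221 genes was -0.06 and the camera p 0.0475 (with an estimated correlation p 0.481). Fry for a common direction gave p 0.988 with 500 nt and p 0.0163 with 2000 nt.

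Isoform usage was then compared within genes, as the log2 ratio of each isoform's TPM to that of the gene's other isoforms. Of 37948 isoforms in 11429 genes, 736 isoforms in 566 genes differed at an adjusted p under 0.05, 409 with higher and 327 with lower usage in the RBMX siRNA libraries. For 620 of them, in 468 genes, the mean share changed by at least 10 percentage points. Of the 557 genes that were also in the gene test, 407 were called there too. With no limit on the share the count was 1704, and without control library 1 or control library 3 it was 104. In each of the 6 fits that left out a library more of the calls were lower than higher, the reverse of the balance with all libraries. By annotated kind, 226 coding isoforms were higher and 219 lower. Isoforms of coding genes with no defined coding sequence were higher in 66 cases and lower in 19, and retained-intron isoforms in 46 and 18.

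Among genes of at least 5 TPM, the largest called change in share was of the long non-coding transcript ENST00000457033, which made up 98.6 ± 1.25% of its gene in the control libraries and 17.5 ± 4.11% in the RBMX siRNA libraries (SD, n = 3; limma adjusted p 0.0032). The transcript itself went from 10.8 to 0.179 TPM, and its gene had a mean of 6.02 TPM over all libraries. The gene as a whole therefore fell too, and the share in the RBMX siRNA libraries rests on a low level. RESF1-201 fell from 61.1 ± 1.14% to 6.41 ± 0.734% of its gene (adjusted p 0.00272) and the LINC00662 transcript ENST00000590677 from 54.4 ± 2.54% to 1.74 ± 0.208% (adjusted p 0.00272). TNC-209 fell from 66.8 ± 3.82% to 18.7 ± 0.399% (adjusted p 0.0033). SLC38A1-201 fell from 76.2 ± 0.413% to 30.3 ± 0.201% (adjusted p 0.00288), and from 88.2 to 23.7 TPM. The 3′ UTR of the main isoform of SLC38A1 holds 1 copy of CTCTTGA. The ZNF138 transcript ENST00000494380 rose from 37.5 ± 9.83% to 85.0 ± 7.42% (adjusted p 0.0312). This call was lost in each of the 6 fits that left out a library, with adjusted p from 0.0545 to 0.108. It was also lost with a pseudocount of 0.1 (adjusted p 0.0502).

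The central comparison concerned the isoforms that hold the whole longest internal coding exon, as a share of all isoforms of their gene. It covered 559 genes with such an exon of at least 1000 nt. The share was lower in the RBMX siRNA libraries in 334 genes and higher in 225, with a median change of -1.28 percentage points. At an adjusted p under 0.05, 62 genes differed, 48 with a lower and 14 with a higher share. At an unadjusted p under 0.05 there were 121. Of the called genes, 41 lost and 10 gained at least 10 percentage points. A minimum exon length of 500 nt moved the count most, to 109 of 1446 genes, 76 lower and 33 higher, and one of 2000 nt gave 32 of 156 genes, 24 lower and 8 higher. The count was 37 without RBMX siRNA library 4, 40 without RBMX siRNA library 5, 40 without control library 3 and 41 without control library 2.

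The 6 genes with the largest called change all lost long-exon isoforms. In RESF1, the isoform with the exon of 5080 nt on chromosome 12 (positions 31980878 to 31985957, GRCh38; exon 4) fell from 7.07 ± 0.352 to 1.77 ± 0.0611 TPM, and its share from 61.1 ± 1.14% to 6.41 ± 0.734% (SD, n = 3; change in log2 ratio -4.14, limma adjusted p 1.05e-05). In KNL1, isoforms with the exon of 5001 nt on chromosome 15 (positions 40620640 to 40625640; exon 11) fell from 79.2 ± 1.1% to 35.6 ± 1.65% (adjusted p 1.03e-04). In FANCM, isoforms with the exon of 1906 nt on chromosome 14 (positions 45175071 to 45176976; exon 14) fell from 81.9 ± 5.9% to 40.6 ± 2.9% (adjusted p 0.00157), while their summed TPM was 6.29 ± 0.446 and 5.38 ± 0.176. In ZNF438, the exon of 1837 nt on chromosome 10 (positions 30848531 to 30850367; exon 7) was in 90.6 ± 1.35% and 49.6 ± 3.11% (adjusted p 1.54e-04). In ZFYVE28, the exon of 1248 nt on chromosome 4 (positions 2304289 to 2305536; exon 8) was in 44.8 ± 4.09% and 5.17 ± 0.749% (adjusted p 7.46e-05). In FASTKD3, the exon on chromosome 5 (positions 7866646 to 7868196; exon 2) was in 60.4 ± 17.2% and 24.3 ± 2.71% (adjusted p 0.0279), a call that was lost in 4 of the 6 fits that left out a library, with adjusted p up to 0.0983.

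Of the 11 list genes, a share could be tested for 9, of which RESF1, KNL1 and FANCM are given above. ASPM went from 75.3 ± 0.721% to 45.0 ± 3.75% (SD, n = 3; limma adjusted p 9.85e-04; exon 18, 4755 nt, chromosome 1, positions 197100431 to 197105185). REV3L went from 38.5 ± 1.07% to 11.9 ± 2.69% (adjusted p 9.85e-04; exon 14, 4162 nt, chromosome 6, positions 111372596 to 111376757). ETAA1 went from 95.6 ± 2.35% to 77.6 ± 12.5% (adjusted p 0.0293, exon 5, 2111 nt, chromosome 2, positions 67403225 to 67405335). This call was lost in 5 of the 6 fits that left out a library, with adjusted p up to 0.0948. With all libraries and a pseudocount of 0.1 it was lost as well (adjusted p 0.0898). In ATRX (39.1 ± 7.76% and 32.9 ± 2.08%, adjusted p 0.47) and CENPF (81.0 ± 3.16% and 84.3 ± 2.26%, adjusted p 0.54) the difference was not past the threshold.

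**Figure D2:**
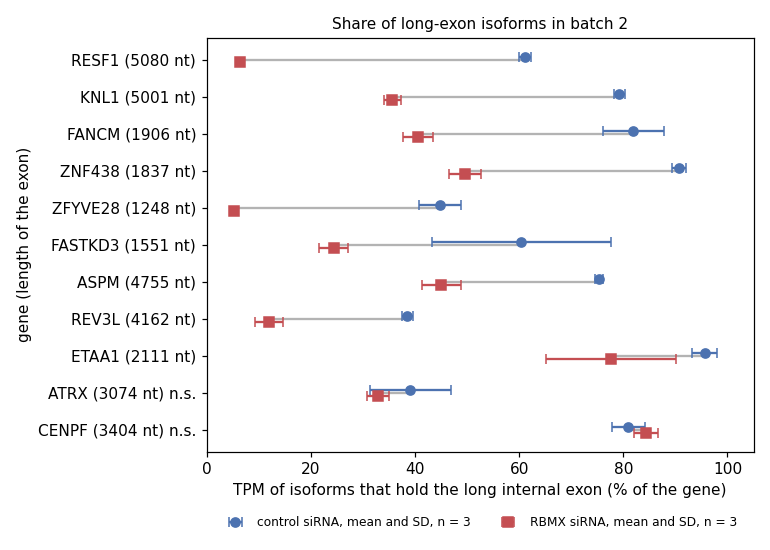
Share of a gene's TPM in isoforms that hold its long internal exon (horizontal axis, %) for the named genes (vertical axis, with exon length), control siRNA in blue circles and RBMX siRNA in red squares. Symbols are means and bars the SD (n = 3); n.s. marks an adjusted p of at least 0.05, as in ATRX and CENPF, while RESF1 falls from 61.1% to 6.41%.

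A list of 12 interferon-stimulated genes, also fixed beforehand, checked for a response to transfection that differs between the siRNAs. Of the 12, 10 passed an adjusted p of 0.05 over all genes tested, each of them higher in the RBMX siRNA libraries, and 10 passed when adjusted over the list alone. The median log2 fold change was 1.01, and camera gave p 3.09e-06. Under fry the shift held (p 1.74e-05), and with an estimated correlation between genes it did not (p 0.103). Restricting the test to genes of at least 5 TPM moved the median most, to 1.20. IFI27 rose from 1.42 ± 0.224 to 18.7 ± 3.66 TPM (SD, n = 3; log2 fold change 3.02, limma adjusted p 1.42e-05) and ISG15 from 58.4 ± 4.3 to 182.7 ± 2.73 TPM (log2 fold change 1.63, adjusted p 4.18e-06). IFI6 (log2 fold change 2.38), IFI44 (2.03), OASL (1.55), IFIT3 (1.20), IFIT2 (0.83), OAS2 (0.79), IFIT1 (0.63) and RIGI (0.26) were also past the threshold. OAS1 (0.20, adjusted p 0.17) and MX1 (0.19, adjusted p 0.387) were not, although OAS1 passed without RBMX siRNA library 4 (adjusted p 0.0382, up to 0.423 across its alternatives) and MX1 with length-weighted abundance (adjusted p 0.0398, up to 0.9).

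Batch 1 is a separate pair of libraries and gives values only, without a replicate check. Its intervals cover counting error alone. They were computed without the 0.5 CPM that was added for the fold changes, which matters at low counts, as in IFI44 and RIF1. Of the interferon list, 6 genes had at least 10 counts in the 2 libraries together, and each was higher in the RBMX siRNA library. Their median log2 fold change was 3.03. IFI44, among them, had 3 counts in the control library (log2 fold change 2.10, interval 1.26 to 5.32). None of 10000 random lists matched on expression reached the median of 3.03. ISG15 had 501 and 6324 counts, IFIT2 2589 and 23179, OAS2 276 and 3434, and RIGI 2006 and 16046. Of the long-exon list, 7 genes could be compared, and their median log2 fold change was -0.76, at percentile 0.03 of matched random lists. ETAA1 fell from 518 to 292 counts (log2 fold change -1.08, interval -1.30 to -0.88), ASPM from 614 to 272 (-1.43, interval -1.65 to -1.23) and CENPF from 2868 to 2039 (-0.76, interval -0.84 to -0.67). MKI67 fell from 152 to 83 (-1.10, interval -1.54 to -0.74). RESF1 had 593 and 844 counts (0.24, interval 0.09 to 0.40). RIF1 had 1 and 18 counts (2.11, interval 1.24 to 9.29), so its control value lay below the floor of 3 counts. REV3L, ATRX, FANCM and KNL1 had 0 counts in both libraries, where 3 counts would be 0.469 and 0.39 CPM. Each has several RefSeq transcripts, whose shared reads were not assigned.

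**Figure D3:**
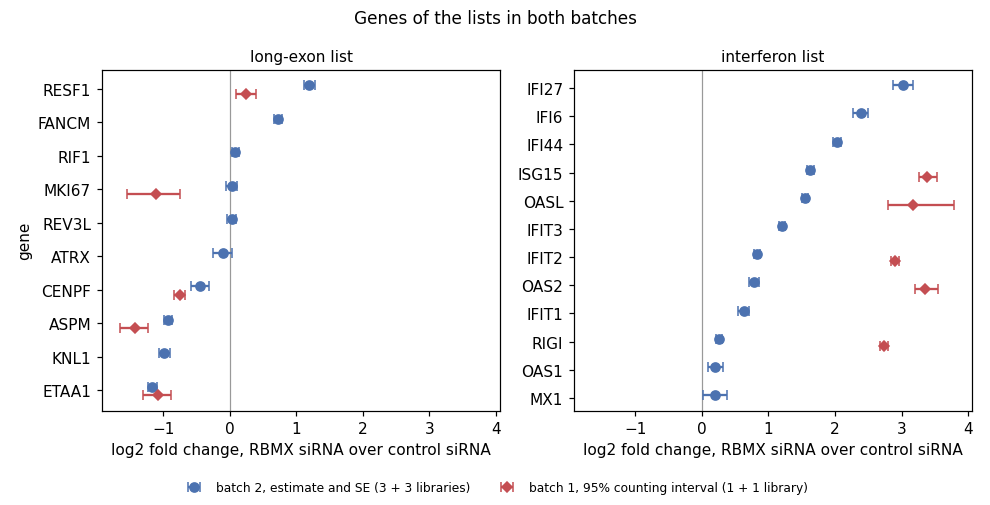
Log2 fold change of RBMX siRNA over control siRNA (horizontal axis) for genes of the long-exon list (left) and of the interferon list (right). Blue circles are batch 2 estimates with SE (3 libraries per group) and red diamonds batch 1 values with the 95% counting interval (1 library per group), drawn where the control library had more than 3 and both together at least 10 counts; ISG15 rose in both batches.

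The calls of batch 2 were compared with batch 1 over 6401 genes measured in both. Of 2202 genes called higher in batch 2, 62.5% rose in batch 1 (95% Wilson interval 60.4% to 64.5%), with a median log2 fold change of 0.16. The medians of 10000 matched random lists ran from -0.13 to -0.10 in 95% of draws. Of 1684 genes called lower, 66.7% fell in batch 1 (interval 64.4% to 68.9%), with a median of -0.20 against a random range of 0.02 to 0.07. Both medians lay beyond all of the random lists. Limiting the calls to changes of at least 2-fold moved the shares most, to 89.5% of 172 higher and 79.5% of 132 lower genes. Across all 6401 genes, which are not independent replicates, the log2 fold changes of the batches had a Spearman correlation of 0.334 and a Pearson correlation of 0.386. Of the named genes called by gene TPM in batch 2 with at least 10 counts in batch 1, 21 in all, TNC alone went the other way beyond counting error. It rose in batch 2 (log2 fold change 0.93) and had 3600 and 2813 counts in batch 1 (-0.62, interval -0.69 to -0.55).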

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

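The tests in this part were chosen after the results were seen. The reads of batch 1 that fell outside all annotated features are in no comparison of the report. They made up 5.044% of the listed reads in the control library (95% Wilson interval 5.035% to 5.053%) and 5.456% in the RBMX siRNA library (5.448% to 5.465%), a difference of 0.412 percentage points that exceeds counting error. Annotated retained introns were weighed as an explanation through batch 2, where the summed TPM share of retained-intron isoforms was lower after RBMX siRNA, at 4.99 ± 0.0673% in the control and 4.85 ± 0.0441% in the RBMX siRNA libraries (SD, n = 3), a change of -0.143 points (exact two-sided permutation p 0.1, the smallest that 3 against 3 libraries can give). Among the isoforms called in batch 2, however, retained-intron isoforms were higher in 46 cases and lower in 18. These values point in opposite ways and come from the other batch, so annotated intron retention stays open. Reads in unannotated introns or exons after RBMX loss were not tested. Variation between single library preparations cannot be told apart from an effect of the siRNA, because batch 1 has 1 library per group.

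TNC moved in opposite directions in the batches. In batch 2 it rose from 38.6 ± 1.6 to 74.5 ± 1.2 TPM (SD, n = 3; log2 fold change 0.93, limma adjusted p 8.12e-06), higher in 3 of 3 RBMX siRNA libraries. In batch 1 its log2 fold change was -0.62 (95% counting interval -0.69 to -0.55). The difference between the batches was not tested, since batch 1 has no replicates. A switch to shorter isoforms, which could inflate a gene's TPM, is argued against by the length-weighted abundance, whose log2 fold change in batch 2 was 1.09. With 1 TNC transcript listed in the count files, batch 1 reads were not lost to other listed TNC transcripts. Loss to overlapping transcripts of other genes stays open, because the 2813 counts in the RBMX siRNA library are part of the difference to be explained. A difference in siRNA, culture or library preparation between the batches stays open and was not tested. Among 21 named genes that could be compared in this way, TNC was the 1 that met the criterion.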

How the results depend on the processing

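RBMX stayed lower and past the threshold under every alternative, with log2 fold changes from -2.99 to -2.78. The gene count ranged from 7040 to 9233 over the fits that kept the threshold as it was, with 7226 to 7461 genes across the 6 fits that each left out one library, and fell to 767 when a 2-fold change was also required, which is stricter by construction. Quantile normalization called 4104 higher and 4001 lower genes, and median centring 4381 and 3707. The median log2 fold change of all tested genes stayed between -0.01 and 0.05 under the alternatives.

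The number of isoforms with different usage depended on the settings. It was 459 with a pseudocount of 0.1 and 1704 with no limit on the share, in 366 and 1093 genes. Across the 6 fits that each left out one library it ran from 104 to 128 isoforms, in 86 to 111 genes, of 736 and 566. Fewer libraries entered those fits, and the drop was seen whichever library was left out. Their calls were slightly more often lower than higher, unlike those with all libraries. The long-exon share count was 109 with a minimum exon length of 500 nt, where more genes were tested, and 32 with 2000 nt, where fewer were. It ran from 37 to 50 across the 6 fits that each left out one library. In each of these long-exon fits more of the called genes had a lower than a higher share.

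By camera, the long-exon list had no common shift past the threshold under the alternatives set beforehand, while fry gave p 0.0248 with the settings of the report. Its median ran from -0.19 to -0.00117 across the 6 fits that each left out one library, the latter without control library 2. With length-weighted abundance, added after the data were seen, its median was -0.33 with a camera p of 0.0146, against camera p-values from 0.0146 to 0.464 over all its alternatives; this weighting counts the loss of long isoforms more heavily by construction. By camera, the genes with a long internal exon passed the threshold in 1 alternative, a minimum of 2000 nt (median -0.0616, camera p 0.0475, range over the alternatives 0.0475 to 0.461). The cause was not tested. Fry for a common direction gave p 0.0163 with the minimum of 2000 nt. With length-weighted abundance the median of the genes with a long internal exon was -0.0576. There fry for a common direction also gave p 0.0163, where camera gave 0.129. By camera at its preset correlation, the interferon list stayed past the threshold under each alternative run, with medians from 0.94 to 1.20 and p-values from 2.54e-10 to 2.67e-05; with an estimated correlation it was not past it (p 0.103).

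In batch 1, the share of lower calls that fell was 72.8% with at least 100 counts, 60.9% with at least 1 count, 69.7% for calls at an adjusted p under 0.01, 79.5% for 2-fold calls and 75.5% for genes with 1 listed RefSeq transcript, an alternative added after the data were seen. The share of higher calls that rose moved to 89.5% for 2-fold calls. The long-exon list median was -0.92 with at least 100 counts and -0.37 over the 4 genes with 1 listed transcript, and the interferon median was 2.82 with at least 1 count. The cause was not tested. The counts limit these values, since genes with several overlapping transcripts are under-counted.

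Directions reversed in few named genes. MKI67 was at -0.0328 under quantile normalization and ran from -0.0425 to 0.103 across the 6 fits that each left out one library; REV3L ran from -0.00964 to 0.0947 and ATRX from -0.188 to 0.0456. With the settings of the report none of these 3 passed the threshold. With length-weighted abundance RBMXL1 was at 0.11, REV3L at -0.33 (adjusted p 0.033) and RESF1 at -0.63 (adjusted p 8.24e-06), the latter pair past the threshold. Comparisons of named genes, of isoform ratios and of the numbers of list genes past the threshold were tallied together. Of 346 with alternatives set beforehand, 339 kept their direction and side of the threshold or, for the numbers, stayed similar. A further 6 became weaker and 1 reversed. Of 330 with one library left out, 300 held in this way, 23 became weaker, 1 stronger and 6 reversed.

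No paired analysis was possible because the RBMX siRNA columns carry the numbers 4 to 6, which match no number of a control column, so the planned fit with the replicate number as a block was not run.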

Other observations

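The search for heptamers linked to lower fold changes, the splits of the libraries and the test on shorter exons were set before their results were seen; every other test here was chosen afterwards.

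The strongest falls of batch 2 went with a short sequence in 3′ UTRs. Over 10726 protein-coding genes and 16093 heptamers, the lowest statistic was -12.53, for CTCTTGA, and the lowest in 100 permutations of the fold changes was -5.27. The 1373 genes with it had a mean log2 fold change of -0.13, against 0.05 for the others. The next heptamer, TCTTGAA, overlaps it (-11.49). CTCTTGA was in 32.4% of 222 genes that fell at least 2-fold and in 11.5% of 4132 genes that were not called (Fisher's exact two-sided p 1.26e-15, on the genes in which the heptamer was found). It occurs in the RBMX isoform RBMX-201 at positions 223 and 267 from its 5′ end, outside the 3′ UTR. In the 5520 genes measured in both batches, its presence went with a slope of -0.19 (SE 0.0238) in batch 2 and of -0.0389 (SE 0.0253) in batch 1, a difference of -0.15 (SE 0.0348), although RBMX fell in both. This argues against RBMX loss as the whole link between the heptamer and the falls. A candidate explanation is that the batch 2 RBMX siRNA silenced other transcripts through matches to the start of its guide strand, and that batch 1 used another siRNA or dose. The siRNA sequences were not known here, so this remains a hypothesis. It may apply to CCNB2, whose 3′ UTR has 1 site. KNL1 and SLC38A1, which are among the genes named for changed isoform shares, have 1 site each as well. Whether such silencing contributed to changes in isoform share was not tested. Of 17 genes called lower by at least 4-fold, 8 have CTCTTGA and 11 have either heptamer, and the others have neither. A complete absence of these falls from batch 1 is also argued against: 10 genes that fell at least 4-fold in batch 2 besides RBMX had a median of -0.388 there (95% of matched lists -0.36 to 0.33), and 9 of the 10 fell. Of the 10, 8 have CTCTTGA or TCTTGAA, and all 8 of these fell in batch 1 as well (median -0.41), which speaks for a part of the falls being shared. Among genes that fell at least 2-fold in batch 2, the batch 1 median was -0.35 for 56 genes with either heptamer and -0.56 for 65 without, a difference that was not tested.

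A different heptamer marked genes that rose. GATTAAC had the highest statistic in batch 2, 12.08, against at most 5.02 in permutations. It was in 18.9% of 254 genes that rose at least 2-fold and in 3.8% of 4132 genes not called (Fisher's exact two-sided p 4.29e-18, again on the genes in which it was found). It was also the highest of 15487 heptamers in batch 1, at 4.96, although 4 of 100 permutations there gave some heptamer as high. The slopes were 0.26 (SE 0.0353) in batch 2 and 0.21 (SE 0.0443) in batch 1. GATTAAC is absent from the RBMX transcript. A candidate explanation is that the control siRNA represses transcripts with this match in both batches, so that they appear higher in the RBMX siRNA libraries. An effect of RBMX loss on these UTRs cannot be told apart from it (batch 1 slope 0.2142), because every comparison held sets RBMX siRNA against control siRNA. If the former holds, part of the higher calls may reflect the control libraries.

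The excess of lost over gained isoforms was also seen with shorter exons. In 2610 genes whose longest internal coding exon has 200 to 400 nt, 69 genes were called, 52 with a lower and 17 with a higher share (75.4% lower), against 48 and 14 (77.4%) with exons of at least 1000 nt. No difference in balance was found (Fisher's exact two-sided p 0.839), although with 62 and 69 calls a modest one would go undetected. This is consistent with a general loss of isoforms that hold the longest internal exon. What differed was the rate: 11.1% of the long-exon genes were called and 2.64% of the shorter-exon genes (Fisher's exact two-sided p 1.07e-15), with median changes of -1.28 and -0.188 percentage points. Each class was adjusted over its own genes, so the cut-off on the unadjusted p differed between them. The class with more changes gets the looser cut-off, so part of the difference in rate can come from the adjustment. Median standard errors of the log2 ratio were 0.25 and 0.271. A higher sensitivity of the quantification for long exons was not tested beyond these errors, and neither was a difference in expression between the classes.

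RESF1 and FANCM rose in gene TPM while their long-exon isoforms lost share. In RESF1, a coding isoform of 362 nt rose from 2.8 ± 0.296 to 17.4 ± 1.68 TPM (SD, n = 3) as RESF1-201, of 6234 nt, fell. TPM divides by length, so short isoforms may inflate the gene value. Weighted by length, RESF1 fell, with a log2 fold change of -0.629. In batch 1, whose counts are not divided by length, RESF1 was higher in the RBMX siRNA library (0.24, counting interval 0.09 to 0.40). That value goes the other way but rests on 1 library per group, so inflation by short isoforms stays open for RESF1. For FANCM the weighted change was 0.499 and past the threshold, which argues against such inflation as its whole explanation. There FANCM-208, of 3333 nt, rose from 0.987 ± 0.0817 to 7.31 ± 0.687 TPM (SD, n = 3).

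The interferon list rose in both batches. Scaling is argued against as the cause by the median of 0.95 under quantile normalization, and an accident of the batch 2 libraries by its place at percentile 100 of matched lists in batch 1. A response to the transfected siRNA cannot be told apart from a response to RBMX loss (batch 1 median 3.032), since no library held has one without the other. RIGI rose by 0.26 in batch 2 and by 2.73 in batch 1, a difference that was not tested.

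The lower median of the genes with a long internal exon was small. Among lists matched on expression and transcript length it was at percentile 1.53 with all libraries. Across the 6 fits that left out a library this percentile ran from 0.85 to 12.99, the highest without RBMX siRNA library 6. Transcript length therefore cannot be told apart from the long exon as its cause, because the test depends on single libraries. Isoforms with no defined coding sequence rose more often than coding ones among the calls, and their summed TPM share rose by 0.193 percentage points, from 4.27 ± 0.00886% to 4.46 ± 0.065% (SD, n = 3; exact two-sided permutation p 0.1, the smallest possible), higher in 3 of 3 RBMX siRNA libraries. This is consistent with a broad shift toward such isoforms, and a biological cause was not tested.

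The 6 libraries of batch 2 can be split into 3 and 3 in 10 ways, so no result can reach a share under 0.1. For the number of genes, of isoforms and of long-exon shares, 1 of the 10 splits, the real one, gave a result as large, and the next largest gave 5 genes, 10 isoforms and 0 shares. For the interferon list it was also 1 of 10, although the other splits gave camera p-values from 3.36e-04 to 0.0907, each of which still holds part of the group difference. For the long-exon list 6 of 10 and for the genes with an internal exon of at least 1000 nt 8 of 10 splits gave a camera p as small.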
